A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

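Comparative genomic hybridization (CGH) on 2-colour oligonucleotide arrays compared tail DNA of 7 mice of 1 family with the DNA of 1 reference male mouse. The family was a sire, a dam and 5 offspring, all labelled C57BL/6. Each mouse was hybridized on 2 arrays in a dye swap, so that its DNA carried Cy3 on one array and Cy5 on the other, and the 14 arrays lay on 4 slides scanned on 2 days. The sire and dam shared slide 1, offspring 1 and 2 shared slide 2, offspring 3 and 4 shared slide 3, and offspring 5 was on slide 4. Slides 1 and 2 were scanned on day 1, and slides 3 and 4 on day 2. The labels conflict on exposure. The series title speaks of males exposed to 20 mGy per day for 400 days, whereas the design text calls the sire of this family non-irradiated. The names of all 7 mice carry the dose of the title as a prefix, and in the paper that prefix marks the irradiated group. With 1 family, no irradiated group was compared with a non-irradiated one. The labels give no sex for the offspring. The paper sampled the tails of dams at euthanasia, once pups were weaned, and those of sires and offspring at natural death. Sampling therefore differs between the dam and the other mice.

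The authors extracted the spot intensity values with Feature Extraction 10.7.1.1, which subtracted background, detrended the spots and applied a linear dye normalization to make the processed signals. Per the file headers, the log ratio column is the log10 of the processed red signal over the processed green signal, and this was checked on the values. The series values as deposited hold log2 ratios of reference over sample. They equal the scanner log ratios after the change of base and sign, and were not centred further. The relation to the processed signals does not hold at every spot. On each array 12 to 296 spots had a log ratio of 0. With the series values as source, the difference of dam minus sire on chromosome 2 went from -2.40 to -2.35. Probe coordinates are those of the array files, on mouse build mm9 (NCBI build 37). The genome at hand was of build GRCm38, so no coordinates were moved between builds, no gene was named and no probe sequence was used.

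The values analysed were log2 ratios of mouse over reference from the processed signals. Control spots and spots marked as non-uniform or population outliers were left out, spots of 1 probe were averaged, and each array was centred on its median over autosomal probes. There were 174313 spots that were not controls, which held 170299 probes, of which 170248 were autosomal, 48 lay on X and 3 on Y. Median distance between the starts of adjacent autosomal probes was 95 bp, since the probes were placed in clusters.

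A probe was called positive when its log2 ratio passed 0.5 in size with 1 sign on both arrays of the mouse and another probe within 3 probes was positive with that sign. The second screening of the study also required the probe to have been positive in a first screening, whose list was not used here, so that condition was left out. A region was 2 or more positive probes of 1 sign, no more than 3 probes and 10 kb apart. It was a de novo candidate when it was found in an offspring and no probe of it passed the threshold with that sign in either parent. A region was private when no probe of it passed the threshold with that sign in any of the other mice. Parental regions were those positive in exactly 1 parent, and counted as found in an offspring when at least 50% of their probes were positive there. These rules, the tests and most alternatives were set before the data were examined. Where more than 10 candidate regions were found, the 10 with the greatest difference between carrier and parents were to be named, and for limma at most the 3 probes with the smallest adjusted p on each side. Joining positive probes of any mouse into family segments, where they lay no more than 10 probes and 100 kb apart and numbered 3 or more, was a rule chosen after the values were seen. A parental segment is a family segment in which a parent had 2 or more probes over the threshold.

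Numbers of positive probes and of private regions were compared between 5 offspring and 2 parents by an exact two-sided permutation test over the 21 splits of the mice, whose smallest possible p is 0.0476. Per-mouse mean log2 ratios of the 170060 autosomal probes measured in every mouse were fitted with limma (lmFit and eBayes), once against 0 and once as offspring minus parents, with Benjamini-Hochberg adjusted p under 0.05 and, against 0, an absolute mean over 0.5. On simulated data with 200 planted probes changed by 1 on the log2 scale, the fit against 0 recovered 198 (99.0%) with 2 calls that were not planted, and the fit of offspring against parents recovered 164 (82.0%) with 5. The calling rule was tested on planted losses of -0.80 in the 5 offspring. It recovered 58.5% of the 200 losses of 2 probes, 85.5% of those of 3 probes, 98.5% of those of 5 probes and 100% of those of 10 probes. For 2 probes the share was 65.0% and 87.5% in offspring 1 and 2, and 45.0%, 47.5% and 47.5% in offspring 3, 4 and 5.

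Arrays with no copy number change were simulated 100 times for each of 2 kinds of noise, both drawn from the dye-swap differences of the same arrays. One kind exchanged the noise among probes of like brightness, and the other shifted it along the genome. Neither holds variation that both arrays of 1 mouse share.

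Alternatives were thresholds of 0.4, 0.6 and 0.8, the mean of the 2 arrays, other neighbour and distance rules, no centring, the series table as source, outlier spots kept, only probes well above background on every array, stricter rules against parents, slide as a random block, leaving out each offspring, and normexp background correction with an offset of 50. The plan named mean spot signals for normexp, and median spot and background signals were used instead once the columns had been read. A correction for GC content was not run. Tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, statmod 1.5.0 and version 1.17.8 of the data.table package. The number of arrays limits the precision.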

Results

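Array CGH data were collected from 14 arrays of tail DNA from 7 mice, a sire, a dam and their 5 offspring, each compared with 1 reference male by dye swap. Every group of mice is small (1 sire, 1 dam, 5 offspring), and each mouse has 2 arrays. The series concerns copy number changes in the offspring of exposed males, but its title and the names of the mice speak for an irradiated sire and its design text calls the sire non-irradiated, and the values below describe this family alone.

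The 8 arrays of scan day 1 had a derivative log ratio spread (SD of differences between neighbouring probes) of 0.148 to 0.208, and the 6 arrays of scan day 2 one of 0.246 to 0.293. Green spots well above background made up 98.8% to 99.8% of spots on day 1 and 88.2% to 91.1% on day 2, and red spots 99.5% to 99.9% and 96.0% to 97.4%. No spot was saturated, and 84 to 168 spots per array were marked as outliers. Both parents and offspring 1 and 2 were scanned on day 1, and offspring 3, 4 and 5 on day 2.

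The spread of autosomal log2 ratios after averaging the dye swap (0.5 times the distance between the 16th and 84th percentiles) was 0.0761 in the sire, 0.168 in the dam, and 0.0779, 0.0850, 0.126, 0.141 and 0.122 in offspring 1 to 5. Across autosomal probes, which are not independent replicates, the correlation between the dye-swap arrays was 0.0431 in the dam and between -0.554 and -0.417 in the other 6 mice. The difference between the dye-swap arrays correlated at 0.58 to 0.84 between mice (21 pairs). A dye effect common to the mice, which changes sign in the swap, thus lowers these correlations.

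Probes on the sex chromosomes checked the labels of the parents, since the reference was male. Over 48 X probes the dam exceeded the sire by a median log2 ratio of 0.91 (interquartile range over probes 0.82 to 1.02), with 1 mouse on each side and no replicate, and the difference moved most without centring, to 0.89. The median X log2 ratio was -0.01 in the sire, 0.90 in the dam and 0.86, 0.84, 0.82, 0.85 and 0.81 in offspring 1 to 5. Over 3 Y probes the medians were -0.02 in the sire, -2.45 in the dam and -1.67, -1.98, -1.98, -2.16 and -1.87 in the offspring.

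To ask whether offspring carried more differences from the reference than their parents, positive probes were counted. There were 97 in the sire, 213 in the dam, and 115, 75, 77, 601 and 532 in offspring 1 to 5. The offspring mean was 280 ± 263 (SD, n = 5) against 155 ± 82.0 (SD, n = 2) in the parents, a difference of 125 (exact two-sided permutation test, p = 0.762). Within scan day 1 the offspring mean was 95 ± 28.3 (SD, n = 2), 60 below the parents' mean (exact permutation test, p = 0.667, smallest possible 0.333), so the higher mean of the offspring was not seen within that day. Scan day 2 held offspring only. Over all mice, leaving out the neighbour rule moved the difference most, to 382, a threshold of 0.4 turned it to -27.1, and it was 44.75 without offspring 4 and 62 without offspring 5. Outside family segments, which are described further on, the positive probes numbered 0 in the sire, 26 in the dam and 10, 12, 18, 64 and 10 in offspring 1 to 5, so the high counts of offspring 4 and 5 lay mostly inside those segments. Of the 810 probes positive in at least 1 mouse, 317 were positive in 1 mouse, 49 in 6 mice and 0 in all 7, so no region seen in every mouse was named.

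**Figure D1:**
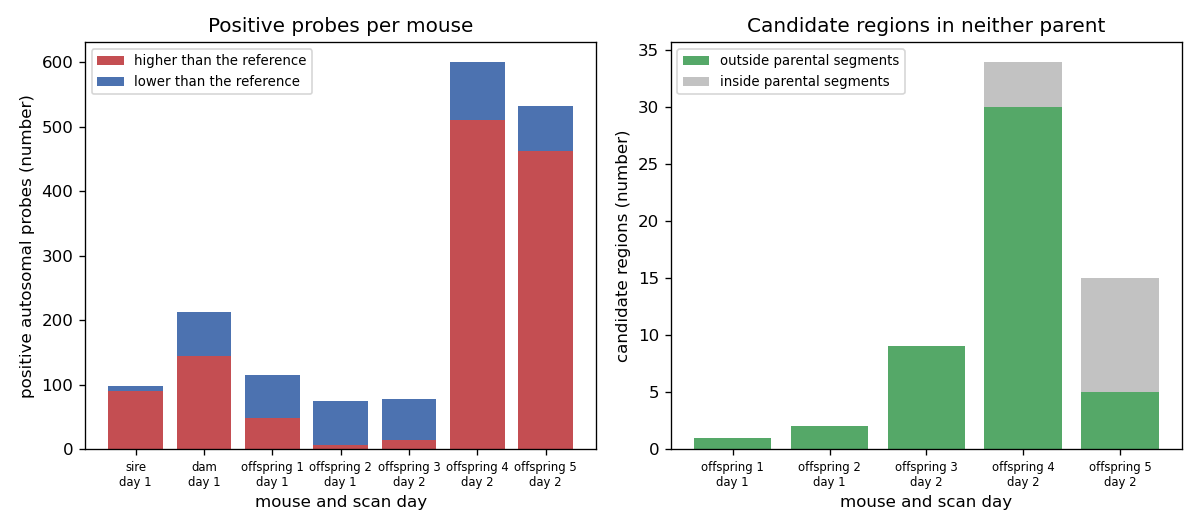
Positive autosomal probes per mouse (left, number of probes higher and lower than the reference) and candidate regions found in neither parent (right, number per offspring, inside and outside parental segments), with the scan day under each mouse. Offspring 4 and 5 had 601 and 532 positive probes, and offspring 4 had 34 of the 61 candidate regions.

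Private regions numbered 0 in the sire, 10 in the dam and 0, 0, 5, 23 and 5 in offspring 1 to 5. Their mean was 6.6 ± 9.50 (SD, n = 5) in offspring and 5 ± 7.07 (SD, n = 2) in parents, a difference of 1.6 (exact permutation test, p = 1). On scan day 1 the same counts gave a difference of -5 (exact permutation test, p = 1, smallest possible 0.333). Calling on the mean of the 2 arrays moved the difference over all mice most, to 34.7, and without offspring 4 it was -1.75.

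Differences between the whole family and the reference were tested with limma. Of 170060 probes, 21 had an adjusted p under 0.05 and a mean over 0.5 in size, all lower in the family, and 24512 had an unadjusted p under 0.05. They lay in 2 segments of chromosome 14 (mm9), 8 between 54162005 and 54165529 and 13 between 54290432 and 54297307. Those with the smallest limma adjusted p started at 54290432 (mean log2 ratio -0.55 ± 0.05, SD over mice, adjusted p 0.000593), 54162335 (-0.66 ± 0.08, adjusted p 0.000593) and 54291280 (-0.59 ± 0.08, adjusted p 0.000615), and each was lower in 7 of 7 mice. The reference is 1 animal, whose own variation the test leaves out. The count rose most, to 105 (7 higher, 98 lower), with probes well above background only. For offspring against parents limma called 0 probes, with 5857 at an unadjusted p under 0.05 and a smallest adjusted p of 0.993, and 0 with scan day as a block (2565 at an unadjusted p under 0.05). This fit asks for changes shared by the litter. A change in 1 offspring was not expected to pass, so the 0 calls do not bear on such changes.

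Family segments described each larger gain or loss once. There were 11, and their means below are over all probes of the span, with SD over probes and no replicate beyond the dye swap. On chromosome 4, 803 probes from 101109394 to 101254068 had mean log2 ratios of 0.43 ± 0.15 in the sire and 0.44 ± 0.22 in the dam, 0.0032, 0.0036 and 0.0040 in offspring 1, 2 and 3, and 0.66 ± 0.29 and 0.63 ± 0.29 in offspring 4 and 5. The 99 probes from 101255574 to 101270895 gave 0.43 in the sire, 0.42 in the dam, and 0.67 in offspring 4 and in offspring 5.

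**Figure D2:**
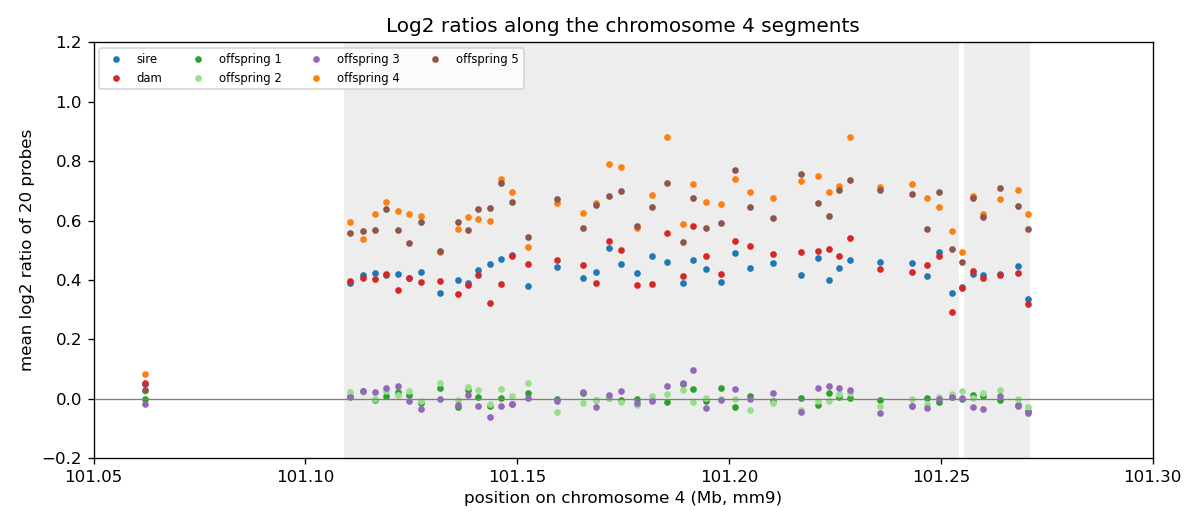
Mean log2 ratio (mouse over reference) of 20 consecutive probes along chromosome 4 (Mb, mm9) in each of the 7 mice, with the 2 segments shaded. The parents lie between offspring 4 and 5 above and offspring 1, 2 and 3 near 0.

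On chromosome 3, 55 probes from 25416456 to 25434312 had a mean log2 ratio of -0.04 ± 0.05 in the sire, -1.96 ± 0.64 in the dam, and -1.83, -1.82, -1.56, -1.57 and -1.56 in offspring 1 to 5. On chromosome 10, 5 probes from 9789141 to 9789761 gave -0.06 in the sire, -1.06 in the dam, and -1.06, -1.04, -0.95, -0.98 and -0.85 in the offspring. On chromosome 2, 62 probes from 70079530 to 70086288 gave 1.83 ± 1.35 in the sire, -0.06 ± 0.29 in the dam, and 1.62, 0.03, -0.08, 1.28 and 1.12 in offspring 1 to 5. Reference spots in that span were well above background in 59.6% of cases, against 96.7% of all spots, so the ratios there rest partly on spots near background and are not measured levels. The other 6 segments had 4 to 22 probes, and the mean was under 0 in all 7 mice in 5 of these. The 2 on chromosome 14 had means of -0.42 to -0.28 and -0.55 to -0.45 over the 7 mice, and in the other 3 the highest mean was -0.05 or closer to 0.

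**Figure D3:**
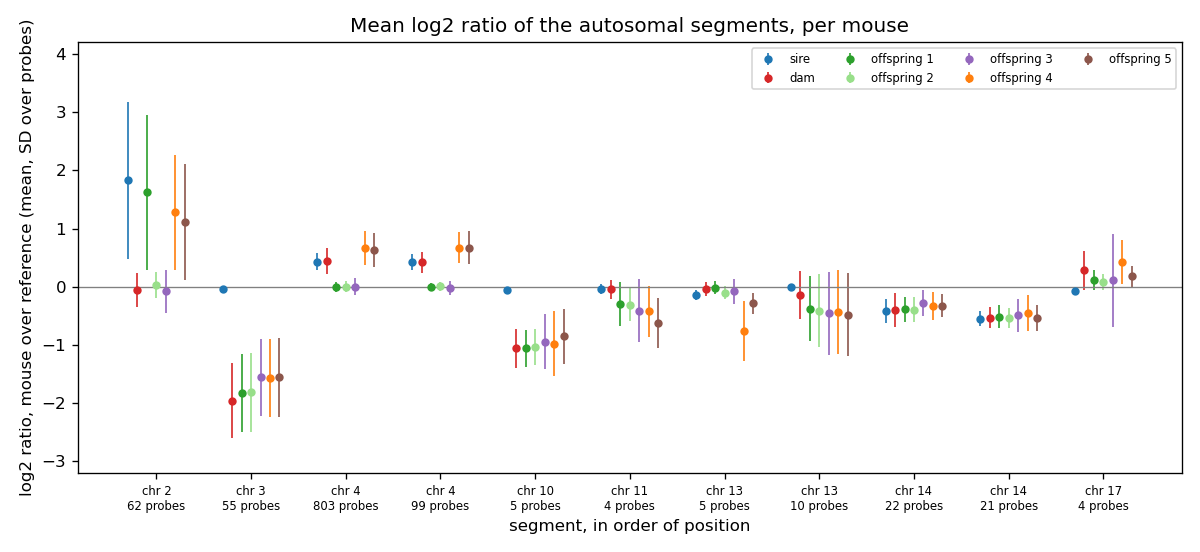
Mean log2 ratio (mouse over reference, bars are SD over the probes of the span) of 11 autosomal segments in 7 mice, in order of position. On chromosome 3 the dam and offspring lie between -1.96 and -1.56 and the sire at -0.04.

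De novo changes were sought as regions in an offspring and in neither parent. There were 61 candidate regions, 35 higher and 26 lower than the reference, with 1, 2, 9, 34 and 15 in offspring 1 to 5. Of these, 49 (80.3%) had 2 positive probes, the median length was 201 bp (56 to 9918), 33 were seen in 1 offspring alone and 14 lay inside parental segments. Outside parental segments the counts were 1, 2, 9, 30 and 5. A region could pass this rule although a parent's mean was over the threshold. The gain on chromosome 3 from 7399034 to 7399089, called in offspring 3 (0.71) and offspring 4 (0.79), had 0.68 in the dam. Without offspring 4 the total was 27. Calling on the mean of the 2 arrays moved the total most, to 509, and probes well above background only gave 23.

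Simulated arrays with no copy number change gave 63.1 ± 7.92 (SD, 100 simulations) candidate regions with the noise of probes of like brightness and 199.7 ± 11.05 with noise shifted along the genome. The number counted did not exceed either. With the first kind of noise the means per offspring were 0.13, 0.14, 18.6, 21.8 and 22.5, with SDs of 4.08, 4.78 and 4.90 for the last 3. Offspring 3 and 5 (9 and 15 counted) had fewer candidate regions than simulated, and offspring 1, 2 and 4 (1, 2 and 34 counted) had more.

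**Figure D4:**
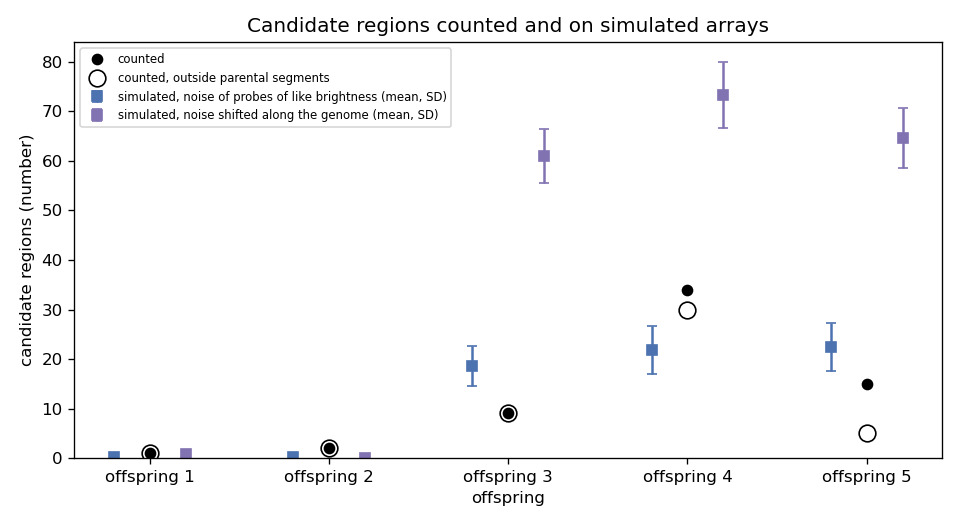
Candidate regions per offspring (number) as counted, in all (filled) and outside parental segments (open), beside the mean and SD of 100 simulations of arrays with no change for each kind of noise. Offspring 4 was counted at 34 and simulated at 21.8 and 73.2, and offspring 3 was counted at 9 and simulated at 18.6 and 61.0.

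The 10 candidate regions with the greatest difference from the parents' mean log2 ratio were in offspring 4 and offspring 5. The greatest was a gain in offspring 4 on chromosome 9 from 81668652 to 81668721, with a log2 ratio of 1.38 against -0.09 in the parents. The same region was also called as a candidate in 2 of its siblings, offspring 1 (0.70) and offspring 2 (0.85). In none of the 4 reference spots of offspring 4 in this region was the signal well above background. Next came losses in offspring 4 on chromosome 1 from 60657881 to 60658266 (-1.24 against -0.03) and on chromosome 5 from 98080493 to 98080560 (-1.14 against 0.04), and in offspring 5 on chromosome 9 from 84304658 to 84304871 (-1.17 against -0.0045). None of the 4 spots of the offspring in each of these losses was well above background, and of the 4 reference spots 3, 2 and 1 were, so their sizes are not measured levels. With normexp the differences from the parents of these 3 losses shrank to -0.25, -0.16 and -0.24. A gain in offspring 4 on chromosome 15 from 33137571 to 33137683 (1.08 against -0.02) had no spot well above background in either channel. The remaining 5 were a loss on chromosome 16 from 26637016 to 26637422, a gain on chromosome 1 from 128182821 to 128182941, and losses on chromosome 13 from 3779247 to 3779818 and on chromosome 1 from 131185284 to 131185901, all in offspring 4, and a loss on chromosome 7 from 96257432 to 96257816 in offspring 5. In this order their log2 ratios were -1.01, 1.18, -1.09, -1.07 and -0.78, and the parents' means 0.09, 0.14, -0.09, -0.10 and 0.23. In the 4 losses 1 of 4, 1 of 6, 2 of 4 and 1 of 4 spots of the offspring were well above background, and 1 of 4, 5 of 6, 2 of 4 and 3 of 4 reference spots. In the gain all 4 spots of the offspring and 2 of 4 reference spots were, and none of these sizes is a measured level. In the loss on chromosome 5 and both later regions on chromosome 1, 1 sibling also had a probe over the threshold. With normexp all 10 differences from the parents kept their sign and shrank, the greatest from 1.46 to 0.66.

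The 48 regions positive in exactly 1 parent were looked up in the offspring, to ask how many parental regions were found again. They were found in 32.5% of the 240 pairs of region and offspring (exact Clopper-Pearson 95% interval 26.6% to 38.8%), which treats the pairs as independent, although 30 of the 48 regions are pieces of the chromosome 4 segments. There, and in the 3 regions in the chromosome 14 segments, both parents differed from the reference in the same direction and 1 of them passed the threshold, so the shares do not follow inheritance from 1 parent. Requiring 3 or more probes per region moved the share most, to 46.2%. The share was 14.6%, 8.33%, 6.25%, 70.8% and 62.5% in offspring 1 to 5.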

Values the study reported

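The study counted de novo deletions that its arrays detected and that quantitative PCR then also found. They were reported in 11 of 156 first-generation mice (7.1%) of its non-irradiated group. In its irradiated group 29 of 142 mice (20.4%) had them. The candidate regions counted here rest on arrays alone, without PCR, so their number cannot be set beside these rates. By name, no offspring of this family is in the study's lists of mice with such changes. The study also required a first screening, so absence from its lists does not settle what the candidate regions are. Its second screening called a probe positive at a log2 ratio over 0.5 in size, after a first screening at 0.8 for single probes.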

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

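All tests of an explanation in this part were chosen after the results were seen. Among 36 measures compared across the 5 offspring, 6 had 1 offspring farther from its nearest sibling than 0.71 of the range. Chance gives about 1 such case in 20 measures, and these measures overlap, so the 6 are not independent.

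Offspring 4 stood apart in 4 counts. It had 90 probes lower than the reference (nearest sibling 70), 64 positive probes outside family segments (nearest 18), 23 private regions (nearest 5), and 30 candidate regions outside parental segments (nearest 9). Measurement noise of the arrays is a candidate explanation, because simulated arrays with no change gave offspring 4 a mean of 18.74 private regions. The same simulations gave 16.02 to offspring 3 and 19.21 to offspring 5, which each had 5, and noise shifted along the genome gave 59.0, 70.5 and 62.6 to offspring 3, 4 and 5, so the simulated noise was too strong for these siblings and cannot show why offspring 4 differs from them. Noise and a biological difference cannot be told apart here, since the simulated level was wrong for the siblings. No biological explanation was tested.

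Offspring 5 had a mean of -1.04 over the 4 positive probes of the chromosome 10 segment, with its nearest sibling at -1.14, and offspring 4 had 0.59 over the 3 positive probes of the chromosome 17 segment, with its nearest sibling at 0.22. Over all probes of the spans the gap was 0.448 of the range on chromosome 10, so that case rests on which probes had passed the threshold. On chromosome 17 it was 0.706, just short of 0.71, over 4 probes. No biological explanation was tested for either.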

How the results depend on the processing

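Alternatives set before the data were examined gave most of the values here. Scan day as a block, the first scan day alone and the count outside parental segments were chosen after seeing the data. The cause was not tested for any change below.

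The difference in positive probes (125) became -27.1 at a threshold of 0.4 and -60 on the first scan day only, and ranged from 44.75 (without offspring 4) to 176.2 when each offspring was left out in turn. The difference in private regions (1.6) became -8.5 at a threshold of 0.4, 0 at 0.6, -1 with an adjacent positive probe required, -2.6 with normexp and -20.5 on the first scan day only, where private was judged among those 4 mice. Leaving out each offspring gave -1.75 (without offspring 4) to 3.5. Neither difference therefore has a settled direction.

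Probes positive in all 7 mice numbered 0 (0 to 0 when each offspring was left out), and 3 when the mean of both arrays was used. Limma's count against the reference (21) became 100 with normexp (3 higher, 97 lower) and 105 with probes well above background only, where 142516 probes were tested, and was 15 to 22 when each offspring was left out. For offspring against parents it was 0 in every alternative run, including slide as a random block (6908 at an unadjusted p under 0.05) and normexp (11296), and 0 to 0 when each offspring was left out.

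Candidate regions (61) became 122 at a threshold of 0.4, 509 with the mean of both arrays, 95 with an adjacent positive probe, 34 with normexp, 23 with probes well above background only, 12 with 3 or more probes per region, 29 when a parent mean over 0.3 excluded a region, 39 when a difference over 0.5 from each parent was required, 33 in a single offspring only, and 3 on the first scan day only. Leaving out each offspring gave 27 (without offspring 4) to 60. Higher against lower calls were 35 against 26. They were 50 against 0 at a threshold of 0.8, 30 against 4 with normexp and 21 against 2 with probes well above background only, but 23 against 24 outside parental segments, 13 against 16 with the parent mean rule and 17 against 22 with the difference from each parent.

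Parental regions were found in 32.5% of pairs, and in 19.1% at a threshold of 0.4, 46.0% at 0.8, 24.7% with the mean of both arrays, 43.8% with probes well above background only and 46.2% with 3 or more probes per region.

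The X difference of 0.91 moved by less than its spread over probes in all 4 alternatives. The 44 segment values tried are the dam minus the sire over the positive probes of a segment, not over all probes of its span. Of these 1 changed sign, in the longer chromosome 4 segment, from 0.010 to -0.0050 without centring. With normexp 3 were counted as moved, on chromosome 2 from -2.40 to -1.17, on chromosome 17 from 0.51 to 0.28 and in that chromosome 4 segment to 0.030. That count leaves out other small values that changed with normexp. The chromosome 14 segment that ends at 54297307 went from 0.018 to 0.069. The shorter chromosome 4 segment went from -0.023 to -0.0020. Of 40 candidate values 10 moved, all with normexp, and 0 changed sign. No paired analysis was possible because parents and offspring share no replicate numbers beyond the first. The correction for GC content was not run, as no probe sequence of the build was used. Spots near background limit the small regions of scan day 2.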

Other observations

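Tests of simulated noise and of dim probes in the candidate regions were set before their results were seen, and all other tests in this part were chosen after. Some criteria were changed after values were seen, as said at each. The tests on chromosomes 2, 3 and 4 were first run on the positive probes and then on every probe of the span, because positive probes had been picked by their ratios.

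Candidate regions were more frequent in offspring 3 to 5, with 44 outside parental segments against 3 in offspring 1 and 2. Parental values near the threshold inside family gains and losses cannot be the whole source, since 14 of 61 candidate regions lay there. Measurement noise may account for the rest. Simulated arrays gave offspring 3 to 5 a mean of 62.83 candidate regions, and this was first read as a match with the 58 counted. It does not hold for each mouse, since the means were 18.6, 21.8 and 22.5 and the counts outside parental segments 9, 30 and 5, and the other kind of noise gave 198.9. A match in each mouse was required only afterwards, and the simulations leave this open. Dim probes on the second scan day may also contribute. Regions were called anew with probes well above background only, which kept 83.7% of autosomal probes. Outside parental segments this gave 3 candidate regions in offspring 3 to 5 and 0 in offspring 1 and 2. These 3 need not be among the 44 counted with all probes. In offspring 3 and 4 all spots of a chromosome 3 gain were well above background. The dam's mean there was also over the threshold, at 0.68. The criterion first written, at most 2 more than in offspring 1 and 2, was missed by 1 region. It was replaced after that count was seen, because 3 against 0 is too few to decide (exact binomial test against a share of 3 in 5, two-sided, p = 0.28). A loss dims its own probes, so the filter also removes true losses. That reason does not cover the 23 of 47 regions outside parental segments that were higher than the reference. The count fell from 44 to 3, so most of the 44 rested on probes not well above background on every array. Scan day is confounded with the identity of the offspring, and a biological difference stays open and untested.

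Of the candidate regions outside parental segments, 3 had a probe over the threshold in 3 or more siblings, the carrier included, and in neither parent. On chromosome 11 the whole region was called in offspring 5 alone, and offspring 1, 3 and 4 each had 1 probe of it over the threshold. Hybridisation differing between slides may explain the region on chromosome 13 from 77817425 to 77817523, which was called in offspring 2, 3, 4 and 5. There the reference signal shifted by 0.55 on the log2 scale between the arrays of the parents and of offspring 1 and 2. The signal of the offspring shifted by -0.27. Over the 4 positive probes of the surrounding family segment the sire was at 0.01 and the dam, on the same slide, at -0.49 with 1 probe over the threshold. The offspring lay between -1.23 and -0.99. Within the first scan day the reference shifted at least as much as the offspring in 1 of the 3 regions, with close values on chromosome 11 (0.11 against -0.14), and over all offspring it did so in 2. Slide and inheritance cannot be told apart with so few regions.

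The lower ratio on chromosome 3 was present in the dam and all offspring. If the sire and reference have 2 copies, 1 dam allele without the segment would put the dam and each offspring that inherited it at -1, whereas the dam was at -1.96 and the highest offspring at -1.56. Both dam alleles without the segment would put offspring at -0.68, midway between dam and sire on the linear scale, and none was that high. No copies left in the dam and offspring was expected to leave their signal at background, whereas at least 95.45% of their spots were well above it. That share cannot exclude it, since the signal left without any copy was not measured. In the dam the 3 Y probes ranged from -3.89 to -0.49, a span that holds the chromosome 3 levels. Further copies on a chromosome that only the sire and reference carry stay a candidate explanation, since 7 of 7 mice had a value on chromosome 3 that went with their X and Y ratios. As no offspring had X and Y ratios like the sire's, this is in effect 1 contrast, and no mapping of such copies was tested.

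The lower ratio on chromosome 10, over 5 probes, was also present in the dam and all offspring. Both dam alleles without the segment would put offspring at -0.47, whereas the highest offspring was at -0.85. Of the dam's spots 100% were well above background, which cannot exclude such a loss, for the reason given for chromosome 3. A candidate explanation is 1 dam allele without the segment, since the dam was at -1.06 and the offspring between -1.06 and -0.85, near the -1 it predicts. All 5 offspring would have to have inherited that allele, for which the exact probability is 0.03125. Further copies on a chromosome that only the sire and reference carry stay open as well, since 7 of 7 mice again went with their X and Y ratios. For both chromosomes the midway level was at first taken as the prediction for 1 dam allele, and was reassigned after the values were seen, because it follows from a loss of both.

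The higher ratio on chromosome 2 in the sire and offspring 1, 4 and 5 may arise because the reference mouse lacks the segment. Reference spots of the span were well above background in 59.56% of cases, in the dam's own channel 62.1% were and in the sire's 98.4%. That is below the 96.7% of all spots, but most reference spots still had signal, which the hypothesis as written did not foresee, so it stays open. Over the positive probes alone the share was 46.8%, which on its own would have met the hypothesis.

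The ratio on chromosome 4 took 3 levels. A duplication carried on 1 chromosome by each parent is a candidate explanation. It predicts a ratio of 1.71 between the log2 levels of offspring 4 and 5 and those of the parents. The ratio over all probes was 1.478, within the range of 1.355 to 1.985 that lies nearest to 1.71 among whole copy steps. The levels it predicts are 0.585 in the parents and 1 in offspring 4 and 5. Both fell short, at 0.44 and 0.65, whereas X probes of the dam, where 1 is also predicted, read 0.90. Chance passing on of 1 duplicated chromosome from each parent puts about 50% of offspring at the parents' level, and here none of 5 was, for which the exact probability is 0.03125. A litter of 5 is too small to decide.

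The dam's autosomal log2 ratios were spread widely (0.168). Hybridisation of the parents' slide would have widened the sire's too, and that was 0.07609. Noise that differs from probe to probe was expected to leave the dye-swap arrays no more alike than in other mice, whereas their correlation was 0.04311 in the dam against -0.417 or lower elsewhere, so noise arising separately on each array is argued against. The other part of that test went the other way, since adjacent probes were no more alike in the dam (0.162) than in the sire (0.199). The 10 regions private to the dam were set against simulated arrays, which gave a mean of 0.06, or 1.01 with noise shifted along the genome. Variation shared by the dam's arrays is not in that simulation, so measurement noise stays a candidate explanation, and no biological one was tested. Per the paper, the dam's tail was also sampled at another stage of life than those of the other mice, and this cannot be separated here.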
